A study of Homo sapiens with 8 samples.

How the data were processed

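RNA immunoprecipitation followed by sequencing (RIP-seq) was performed in the human prostate cancer cell lines LNCaP and PC3 with an antibody against METTL3, the catalytic subunit of the complex that writes N6-methyladenosine on RNA. The labels list 8 samples in 4 groups, METTL3 IP and input in each cell line, with 2 replicates per group. Per the labels' protocols, most of each lysate went to the METTL3 IP, one part was kept as input and one part was incubated with rabbit IgG as a negative control. No IgG library was used here. The libraries were made with a stranded kit, per the labels' protocols.

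The data analysed were one deposited peak list per cell line. Each row gives a chromosome, start, end, strand and genomic span, a fold, a p-value, an FDR and a score. The aligner, peak caller, annotation, genome build, filters and handling of the replicates are not stated in the labels or the file headers. The lists used here hold no values per sample, so each cell line has a single set of peaks, and no error between replicates can be given. Sequencing depth is unknown for the same reason. The fold enrichment is a linear fold per peak, per the file headers, and reading it as METTL3 IP over input rests on the design, since the header does not name the denominator. In both deposited lists, the FDR equalled the Benjamini-Hochberg adjustment of the p-values over the listed peaks alone, so it is not corrected for regions that were tested and not listed. The deposited score equalled the negative log2 of that FDR. The fold, p-value and score of a peak are the authors' own throughout and were used to describe, rank or filter peaks within a list.

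The span of a peak is End minus Start plus 1 and includes introns. Its length was a whole number of 25 bp steps plus 1 bp in 971 of the 2616 LNCaP peaks and 411 of the 1033 PC3 peaks, against the 4% that chance gives, and the remaining lengths were spread over the other remainders.

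The genome build was settled from the coordinates. The annotation used was a table of RefSeq genes on GRCh38.p14, with gene spans and symbols but without strand, exons or sequence. An annotated gene held the whole peak for 98.0% of LNCaP peaks and 98.0% of PC3 peaks. After all peaks were moved by 100000 bp in either direction, the share fell to between 65.9% and 66.9% in LNCaP and between 66.1% and 66.3% in PC3. Coordinates are therefore read as GRCh38 and given as in the lists. A peak was assigned to a gene where exactly 1 protein-coding gene on chromosomes 1 to 22 or X held it whole, irrespective of strand. This assigned 2486 LNCaP peaks (95.0%) and 998 PC3 peaks (96.6%). Another 52 LNCaP and 7 PC3 peaks lay within 2 protein-coding genes, and 78 and 28 lay within none.

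Peaks of the cell lines were counted as overlapping when they shared at least 1 bp on the same strand. The share of assigned PC3 peaks that overlapped a LNCaP peak was compared with 1000 random placements of each PC3 peak inside the span of its own gene (two-sided; the smallest p this can give is 0.002). Shared genes were tested with Fisher's exact test, two-sided, over 19974 protein-coding genes, and against 10000 random gene lists matched to the PC3 genes on gene length in 10 bins. Genes expressed well enough to be called are not known from the lists, so this background is too wide. For position, the span of the gene was divided into 3 equal parts, and a peak was counted in the part that held its midpoint, in the direction of the peak's strand. Shares were compared with Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over the 3 parts. Median lengths were compared with a two-sided permutation test (100000 resamples; the smallest p is 1e-05), and folds at overlapping peaks by Pearson's r of log2 folds and Spearman's rho with permutation p-values. Peaks were the units in these tests, so they describe the 2 lists and not replicate variation within a cell line. Intervals on shares are 95% Wilson intervals and cover counting error only. Intervals on median folds are 95% bootstrap intervals over peaks (2000 draws).

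Some choices made before the data were examined were not carried out as written. Values per sample would have been needed for the test of IP against input and for leaving out a replicate, and a genome sequence for the DRACH motif. Classes of exon and UTR needed an annotation not used here, so parts of the gene span took their place, a measure chosen after the files had been seen. Adjacent peaks were planned to be merged, and the distance of 25 bp that counts as adjacent was also chosen after the starts of the peaks had been seen. A test of folds between the lists was also planned and was not run, because the folds were made separately for each list. Their medians are given side by side.

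Genes named in the text followed a rule set in advance. They are the 5 genes with the largest fold in each list among peaks with an FDR of at most 0.05, the 5 genes with overlapping peaks in both lists whose lower fold was largest, and any gene of a fixed list of 39 symbols (N6-methyladenosine factors, prostate cancer genes and abundant transcripts) that carried a peak. One item that meets this rule is not reported here. Items named outside this rule are marked as chosen after their values were seen. Alternatives covered a fold of at least 4, a p of at most 1e-10, overlap of 50% of both peaks, strand, equal list lengths, other backgrounds and other subsets of peaks. The alternatives chosen after seeing the data were a p cutoff common to both lists, peaks of at most 1000 bp, genes in place of peaks, ranking by fold for equal list lengths, lists matched in 100 length bins, the 3 further subsets of genes or peaks used for position, merged stretches for length, and pairs of identical peaks for the fold correlation.

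Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The code was tested on simulated data. In 1000 simulated peaks with 339 overlaps, it found 339. With no effect simulated, 7 of 100 random placements and 7 of 200 median tests had a p under 0.05. Matching on gene length was first tested with 10 bins on simulated lists with a strong preference for long genes (chance of a gene in proportion to its length), and there it failed, with a p under 0.05 in 72 of 100 lists that had no excess. With a moderate preference (in proportion to the square root of length), 10 bins gave 6 of 100. The moderate case and a finer matching in 100 bins were added after that failure, and 100 bins gave 8 of 100 under the strong preference. The excess of shared genes is therefore given with both.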

Results

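RIP-seq of METTL3 was used to ask which transcripts are recovered with this methyltransferase in prostate cancer cells, and whether the same transcripts are recovered in LNCaP and PC3. LNCaP is an androgen-sensitive line and PC3 an androgen-independent line, each established from a metastasis. METTL3 IP and input libraries were made in 2 replicates per cell line, and the deposited result is 1 list of peaks for each line. Because the lists hold no values per library, every value below stands for a whole cell line, without an error between replicates and at unknown depth.

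The LNCaP list held 2616 peaks, 1295 on the plus strand and 1321 on the minus strand. The PC3 list held 1033 peaks, 498 and 535 on these strands. LNCaP thus had 2.53 times as many peaks. This ratio depended on the p-values that were admitted to each list. The largest p was 0.0178 in the LNCaP list and 1.59e-05 in the PC3 list, and the median p was 0.00137 and 6.37e-09. At or under the largest PC3 p, 389 LNCaP peaks and all 1033 PC3 peaks were left, a ratio of 0.377. With a p of at most 1e-10, 57 LNCaP and 382 PC3 peaks were left, a ratio of 0.149. A minimum fold of 4 left the order as deposited, with 2169 and 809 peaks.

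**Figure D1:**
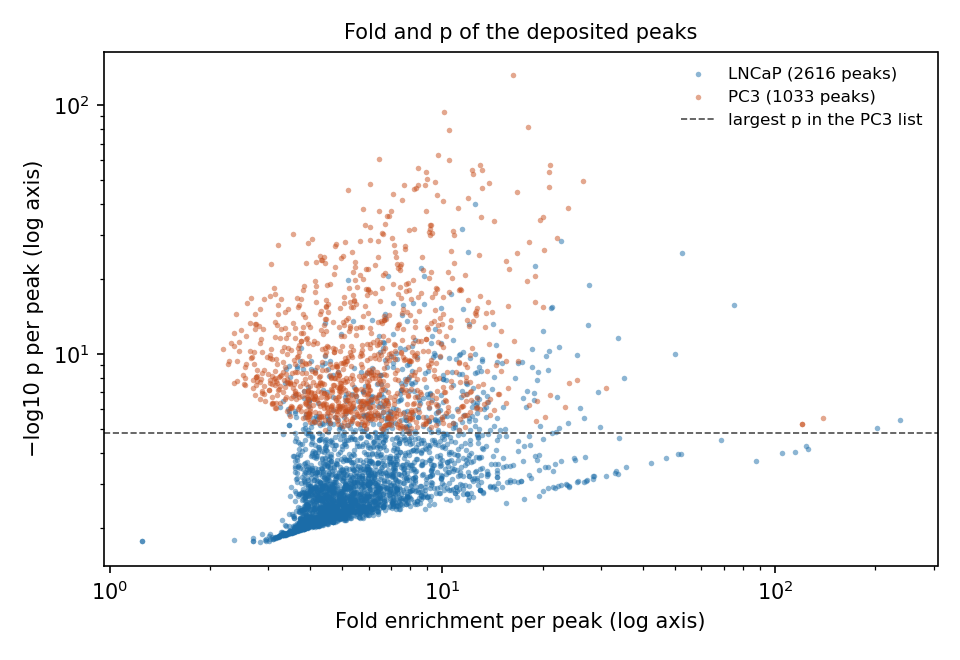
Fold enrichment (x, log axis) against −log10 p (y, log axis) of each deposited peak, with 1 point per peak and the 2 cell lines in different colours. The dashed line marks the largest p of the PC3 list, 1.59e-05, at or under which 389 of the 2616 LNCaP peaks lie.

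**Figure D2:**
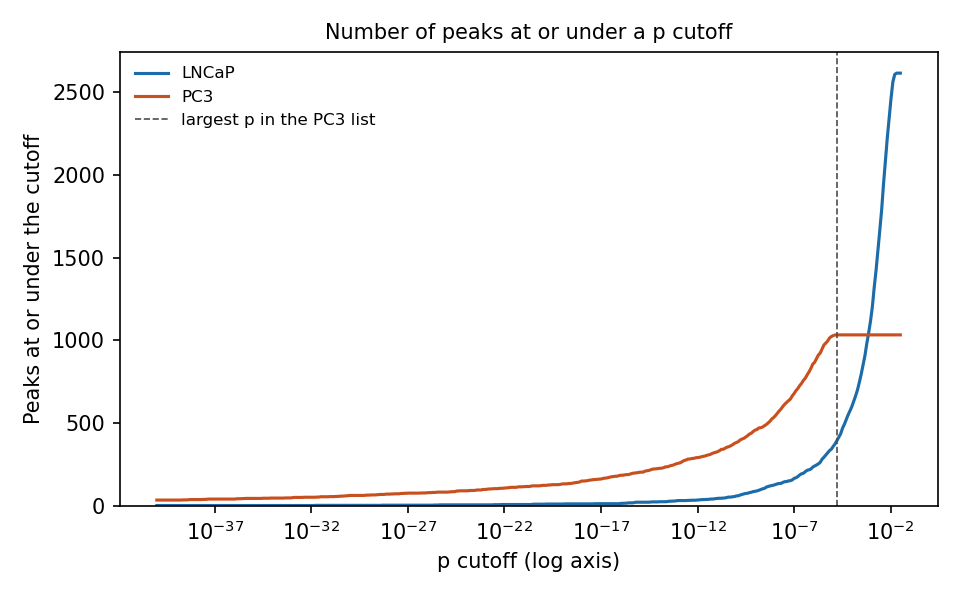
Number of peaks (y) with a p at or under a cutoff (x, log axis) in each list. PC3 has more peaks at the largest PC3 p (dashed, 1033 against 389), and LNCaP has more over the full lists (2616 against 1033).

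The median fold was 5.26 in LNCaP (95% bootstrap interval 5.14 to 5.35, 2616 peaks) and 5.74 in PC3 (5.48 to 5.93, 1033 peaks). Folds were made separately in each list, so the medians were not tested against each other. The LNCaP median rose to 7.74 over the 389 peaks at or under the largest PC3 p, the alternative that moved it most. The median genomic span of a peak was 924.5 bp in LNCaP and 922 bp in PC3, a difference of 2.5 bp that did not exceed what random regrouping of the peaks gives (permutation test, two-sided, p = 0.952). The direction of this difference depended on the peaks taken. LNCaP spans were 753 bp shorter in the median over overlapping peaks (881 against 1634 bp, permutation p = 0.00082) and 1382 bp longer with the largest PC3 p applied to both lists (2304 against 922 bp, permutation p = 1e-05, the smallest this test can give). Overlapping peaks were chosen by their overlap, which longer peaks meet more easily, and 1 peak can meet several. The test shuffled them as independent peaks, so its p does not show a difference in span at shared places. Spans reached 1102459 bp in LNCaP and 151041 bp in PC3, and 77 LNCaP peaks and 1 PC3 peak spanned more than 100000 bp.

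Neighbouring peaks were often parts of one stretch. The next peak on the same strand began exactly 25 bp after the end of the previous one in 210 cases in LNCaP and 118 in PC3. Joining all peaks within 25 bp of each other, which includes closer and overlapping ones, gave 2398 and 912 stretches. The assigned peaks fell on 1081 protein-coding genes in LNCaP and 357 in PC3. A single peak was present on 553 of the LNCaP genes and 146 of the PC3 genes. MACF1, with 23 peaks, had the most in LNCaP, and AHNAK, with 20, the most in PC3 (both chosen after their values were seen). Genes with a peak had a median span of 65922 bp in LNCaP and 74422 bp in PC3, against 24170.5 bp over all 19974 protein-coding genes.

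Whether METTL3 IP peaks fell at the same places in both lines was examined by overlap. Of the 1033 PC3 peaks, 459 (44.4%) shared at least 1 bp with a LNCaP peak on the same strand. These met 557 of the 2616 LNCaP peaks (21.3%). Among the 998 PC3 peaks assigned to 1 gene, 442 overlapped (44.3%, 95% Wilson interval 41.2 to 47.4%). Random placement of the same peaks inside the same genes gave 20.9% ± 0.941 (SD over 1000 placements), with a highest value of 24.1%, so the observed share was 2.12 times the random mean (permutation of positions, two-sided p = 0.002, the smallest 1000 placements can give; Benjamini-Hochberg adjusted 0.0028 over the 7 comparisons between the lines). Peaks were placed over introns as well as exons, which lowers the random share for short peaks. The share moved most when the largest PC3 p was applied to both lists, to 15.1% against 7.55% at random. With 50% of both peaks required, 20.8% overlapped against 3.94% at random.

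**Figure D3:**
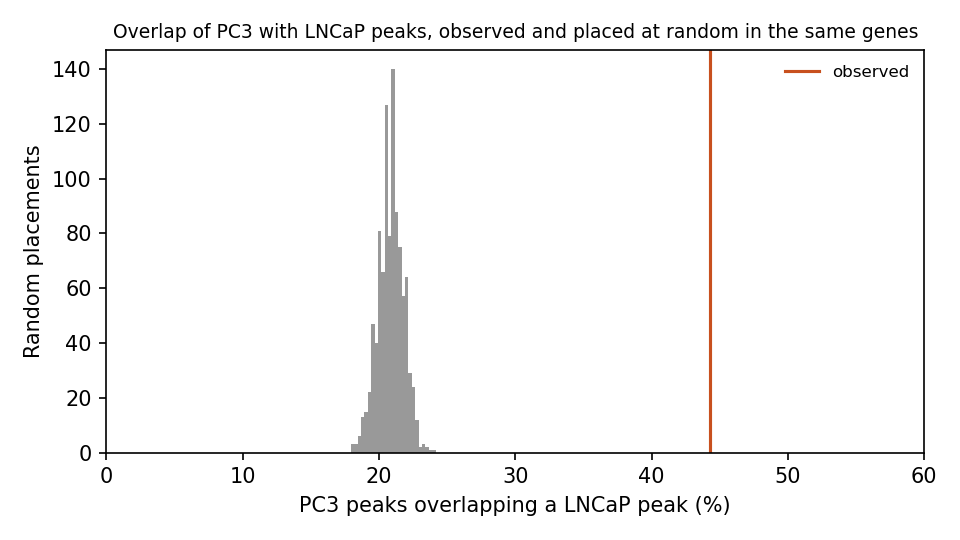
Share of the 998 assigned PC3 peaks that overlap a LNCaP peak (x, %) in 1000 random placements inside the same genes (grey histogram; y, number of placements) and as observed (line). The observed 44.3% lies above the highest random value of 24.1%.

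By gene, 227 of the 357 PC3 genes (63.6%, Wilson interval 58.5 to 68.4%) also carried a peak in LNCaP, while 5.41% of all protein-coding genes did. A further 854 genes carried a peak in LNCaP only and 130 in PC3 only. The odds ratio was 38.4 (Fisher's exact test, two-sided, p = 5.52e-201, adjusted 3.87e-200 over the 7 comparisons). Since both lists held long genes, lists matched on gene length were drawn, and they shared 30.7 ± 5.19 genes with LNCaP (SD over 10000 lists, maximum 56). The observed 227 was 7.40 times that mean (permutation of gene membership within length bins, one-sided p = 0.0001, the smallest these lists can give). With 100 length bins, added because 10 bins were too coarse for simulated lists with a strong preference for long genes, it was 7.30 times the mean. Similarity in which genes the 2 lines express was not removed by either comparison. The odds ratio moved most when all annotated genes were the background, to 95.6.

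Where peaks overlapped, the order of their folds was weakly shared. Across 412 best-overlapping pairs, Spearman's rho was 0.244 (permutation p = 1e-05, the smallest this test can give, adjusted 2.33e-05) and Pearson's r of the log2 folds was 0.182 (permutation p = 0.00027). These are correlations across peaks, which are not independent replicates. With at least 50% of both peaks shared, rho was 0.260 over 223 pairs (permutation p = 7e-05). With the strongest peak per shared gene it was 0.314 over 227 pairs (permutation p = 1e-05). Over the 44 pairs with identical start and end, rho was 0.031 (permutation p = 0.841).

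Peaks lay towards the ends of genes in both lines, more so in PC3. With the gene's span divided into 3 equal parts, the last part, in the direction of the peak's strand, held 45.8% of LNCaP peaks (1139 of 2486, Wilson interval 43.9 to 47.8%) and 56.3% of PC3 peaks (562 of 998, 53.2 to 59.4%). The difference of 10.5 percentage points was past the threshold (Fisher's exact test, two-sided, adjusted p = 6.76e-08 over the 3 parts). The first part held 20.2% and 14.8% (Fisher's exact test, adjusted p = 0.000314), and the middle part 34.0% and 28.9% (adjusted p = 0.0035). On the 227 genes present in both lists, the last part held 53.1% of LNCaP peaks and 56.7% of PC3 peaks, a difference of 3.62 points that was not past the threshold (Fisher's exact test, adjusted p = 0.263). Over the 6 alternatives for the last part, the adjusted p ran from 5.82e-09 to 0.263. Position is along the gene span with its introns, and the gene table gives no strand, so a peak from an overlapping gene on the other strand would be turned round.

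**Figure D4:**
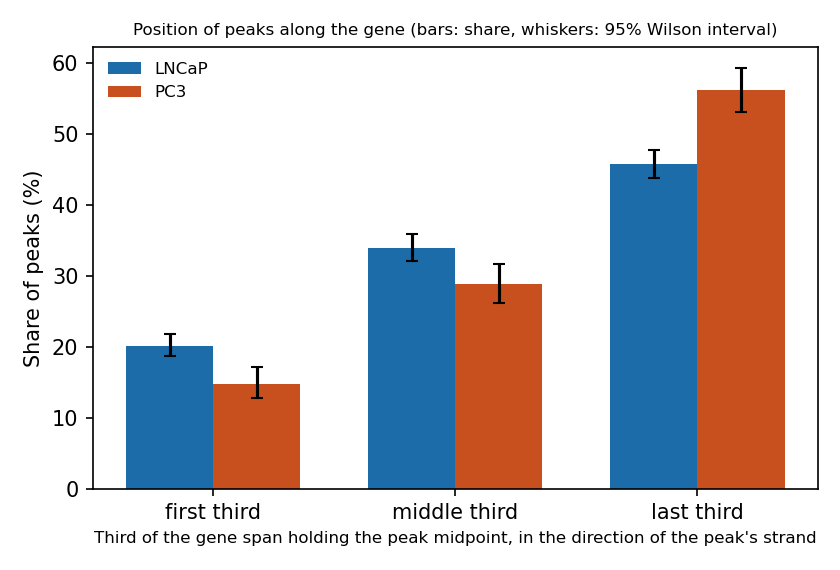
Share of assigned peaks (y, %) whose midpoint lies in each part of the gene span (x), by cell line; bars are shares and whiskers 95% Wilson intervals. The last part holds 45.8% of LNCaP and 56.3% of PC3 peaks.

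The largest folds in LNCaP were on COL7A1 (chromosome 3, 48572736 to 48572883, minus strand, 148 bp), with a fold of 236.6 and an FDR of 3.23e-05, and on COL6A2 (chromosome 21, 46122145 to 46124713, plus strand), with a fold of 202.6 and an FDR of 7.15e-05. IL9R, EP400 and RTEL1 followed with folds of 125.3, 123.9 and 104.7. IL9R lies in a pseudoautosomal region, whose sequence is shared by X and Y, so its reads cannot be placed on one copy. In PC3 the largest folds were on KMT2D (chromosome 12, 49037562 to 49037687, minus strand), with a fold of 139.4 and an FDR of 3.23e-06, and on EP300 (chromosome 22, 41117623 to 41117673, plus strand, 51 bp), with a fold of 120.5 and an FDR of 5.85e-06. By p these were among the weakest peaks of the PC3 list, at the 92.6th and 96.7th percentile. MYO9B, MUC5AC and ZFHX3 had folds of 31.0, 26.5 and 24.0. The MUC5AC peak (chromosome 11, 1188873 to 1189998, plus strand) ranked number 17 of the PC3 list by p, with an FDR of 2.58e-48. MUC5AC has close paralogs next to it, and how shared reads were counted is not stated.

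Among genes with overlapping peaks in both lists, the largest lower folds were on TRPM2, PLEC, ITPR3, CCDC88C and SPTAN1. The peak within TRPM2 had identical bounds in both lists (chromosome 21, 44416652 to 44423462, minus strand), with a fold of 13.2 in LNCaP and 16.8 in PC3. TRPM2 is transcribed from the plus strand, so the strand of this peak is not that of the gene. A plus-strand peak at 44418460 to 44422349 overlapped it in both lists, with a fold of 3.49 in LNCaP and 19.0 in PC3. PLEC (chromosome 8, minus strand) had a fold of 14.1 in LNCaP at 143919846 to 143920471 and 12.9 in PC3 at 143918746 to 143920146. The folds were 19.7 and 12.9 on ITPR3, 12.8 and 14.2 on CCDC88C, and 13.1 and 11.1 on SPTAN1, in LNCaP and PC3.

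Of the 39 symbols fixed in advance, 38 were in the gene table. None of the 38 carried a peak in PC3, and METTL3 itself was in neither list. In LNCaP, CDH1 had 3 peaks with folds of 4.14, 3.78 and 10.9 (chromosome 16, plus strand, between 68822210 and 68829706). ZC3H13, a subunit of the methyltransferase complex, had a 51 bp peak with a fold of 4.84 and an FDR of 0.00434 (chromosome 13, 45969630 to 45969680, minus strand). TMPRSS2 had a fold of 3.29 and an FDR of 0.0125 (chromosome 21, 41473428 to 41476608, minus strand). A peak with a fold of 6.76 lay within the span of FTO (chromosome 16, 54034021 to 54052634), but on the minus strand, whereas FTO is transcribed from the plus strand. The p-values of the peaks on these genes were above the largest p of the PC3 list, so a LNCaP peak of that strength had no counterpart among the p-values listed for PC3. Absence from the PC3 list therefore does not show a difference between the lines.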

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

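The tests on genes shared by both lists and on genes in one list only were read as a test of gene content after the result was seen, and the division of genes into 3 parts was itself chosen after the files had been seen.

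The position of peaks along genes differed between the cell lines by a direct test. PC3 had 10.5 percentage points more of its peaks in the last part of the gene span, while its share fell by 5.36 points in the first part and fell by 5.13 points in the middle part. Repeated peaks on a few large genes do not account for the last part, since it still differed at an unadjusted p under 0.05 in all 1000 draws of 1 peak per gene, by 15.6 points on average. A common p cutoff did not remove it. With the largest PC3 p applied to both lists the last part still differed by 8.09 points (Fisher's exact test, adjusted p = 0.025), although the first and middle parts no longer differed past the threshold. The LNCaP peaks left at that cutoff had longer spans, with a median of 2304 bp against 922 bp in PC3. Position was taken from the midpoint of the span, and the effect of span was not tested. How much of the difference the cutoff accounts for is therefore left open. The tables also leave open that the 2 lists hold different genes. On the genes shared by both lists the difference in the last part was 3.62 points and not past the threshold (Fisher's exact test, adjusted p = 0.263), and on genes present in one list only it was 13.8 points (Fisher's exact test, adjusted p = 4.74e-05). The adjusted p over the 6 alternatives ran from 5.82e-09 to 0.263. The differences of 3.62 and 13.8 points were not tested against each other. Peaks were also pooled over genes and not compared within each shared gene. Whether the difference lies in which genes were called or in where METTL3 IP reads fall on the same gene is therefore left open. A difference in RNA degradation between the lines, in the sets of expressed genes or in METTL3 association was not tested.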

How the results depend on the processing

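No paired analysis was possible because the deposited lists hold no values per replicate. For the same reason no replicate was left out in turn, and the tests of IP against input under other normalizations, filters and blocks were not run. The DRACH motif and its alternatives were not run, since no genome sequence was used. The authors' annotation of position was not run, since the lists hold no such column. Comparison of log2 folds between the lists was not run, as for the folds themselves. Depth is unknown in both lists, so how far it limits the number of peaks cannot be said.

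Of 61 alternative values, 39 kept their direction and their side of the threshold, or, without a test, stayed within 1.5 times the count for a number of peaks and within the 95% interval for a ratio or a median. Of these 39, 2 had no way to change, the number and the median fold of PC3 peaks at or under the largest PC3 p. Of the rest of the 61, 9 moved, 4 reversed, 8 were weaker and 1 was stronger. The order of the cell lines reversed with a p of at most 1e-10, which left 57 LNCaP and 382 PC3 peaks (a ratio of 0.149), and with the largest PC3 p applied to both lists, which left 389 LNCaP peaks (a ratio of 0.377). The order was as deposited with a fold of at least 4 and with neighbouring stretches joined, and counting genes gave 1081 in LNCaP and 357 in PC3, a ratio of 3.03.

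The overlap of peaks was above random placement in all 8 alternatives, with a share from 15.1% to 44.8%. The overlap of genes was past the threshold in all 5 alternatives, with an odds ratio from 36.3 to 95.6, and the excess over lists matched on gene length was 7.30 times with 100 length bins.

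For the position of peaks, restriction to shared genes took all 3 differences under the threshold (3.62 points in the last part, −2.47 in the first and −1.15 in the middle). The largest PC3 p applied to both lists did so for the first part (−4.07) and the middle part (−4.02), which follows in part from the lower number of LNCaP peaks. With 1 randomly drawn peak per gene the middle part fell under the threshold (−4.72), and on genes in one list only the first part did (−3.62).

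The median fold in LNCaP moved to 5.58 on shared genes, 5.64 at overlapping peaks and 7.74 at or under the largest PC3 p, while the PC3 median stayed within its interval on shared genes and at overlapping peaks. The difference in median length, 2.5 bp as deposited, became −753 bp at overlapping peaks, −25 bp with stretches merged and 1382 bp at the common p cutoff. The rank correlation of folds was 0.260 with 50% of both peaks shared, 0.314 with the strongest peak per shared gene and 0.031 over the 44 pairs with identical bounds. Its permutation p over these 3 alternatives ran from 1e-05 to 0.841. The cause was not tested for the changes in fold, length and correlation.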

Other observations

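Of the tests in this part, only those of gene length behind the shared genes and of peak boundaries were chosen before their results were seen; all others, the low folds and the chromosomes included, came after.

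The longer LNCaP list may reflect the p-values admitted to each list rather than more places of enrichment. If one p cutoff had been used, the lists would end at similar p-values, but the LNCaP list ran to 0.0178 and the PC3 list ended at 1.59e-05. With the latter applied to both, 389 LNCaP peaks faced 1033 PC3 peaks. How the authors set the cutoffs is not stated. A difference in depth, in replicate spread or in METTL3 association between the lines was not tested. Among peaks at or under 1.59e-05, the lowest fold was 3.25 in LNCaP and 2.20 in PC3. A fold under 3 was seen in 0 of 389 LNCaP peaks and 60 of 1033 PC3 peaks. These counts cannot show that low folds were missing from LNCaP, because the cutoff removed peaks from that list alone. Fold and strength of p were related there (Spearman's rho 0.584) and hardly in PC3 (0.088), so the cutoff itself favours high LNCaP folds. Over the full lists the lowest fold was 1.249 in LNCaP and 2.20 in PC3.

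At the same place, the listed PC3 p-values were mostly the smaller ones. Among the 44 peaks with identical bounds in both lists, PC3 had the smaller p in 40, and in the 16 of these whose folds had an absolute log2 ratio of at most 0.32 it had the smaller p in 16. These counts are favoured by the lists themselves, since no PC3 peak has a p above 1.59e-05 and most LNCaP peaks do, so they were not tested against an even split. With both p-values at or under 1.59e-05, 12 identical pairs were left, and PC3 had the smaller p in 8 (exact binomial test, two-sided, p = 0.388). With close folds as well, it had the smaller p in 3 of 3 pairs, where an exact binomial test cannot go below 0.25. Whether p-values differ between the lines at equal folds is therefore left open, as are the p cutoffs, peak boundaries, depth and replicate spread as reasons for the counts.

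Some peaks lay on both strands at one place. There were 83 pairs of opposite-strand peaks sharing at least 1 bp in LNCaP and 50 in PC3, of which 13 and 9 shared at least 50% of both spans. In PC3 the folds lay close together in 8 of these 9 pairs (absolute log2 ratio of at most 0.32), and the median absolute log2 ratio was 0.039, against 0.646 for random pairs of opposite strands (permutation of pairs, p = 0.0001, the smallest 10000 draws can give) and 0.238 for neighbouring peaks on one strand of a gene (p = 0.0018). Within PPP1R9B, for example (chosen after its values were seen), the plus-strand peak at 50135585 to 50145214 on chromosome 17 had a fold of 4.331 and the minus-strand peak at 50135552 to 50145141 a fold of 4.329. A candidate explanation is that reads were counted without regard to strand, although the labels name a stranded library kit. RNA made from both strands at these places was not tested and is left open as well. The pairs sharing at least 1 bp held only 82 of the 1033 PC3 peaks. In LNCaP the folds lay close together in 9 of 13 pairs. The median was 0.219, closer than random pairs (0.515, permutation p = 0.0184) and not clearly closer than same-strand neighbours (0.397, permutation p = 0.0848). Counting without regard to strand is therefore left open in LNCaP. The 4 other LNCaP pairs, on TRPM2 (3.49 and 13.2), TSPEAR (4.02 and 21.3), ZFPM1 (9.67 and 3.94) and CHD4 (9.02 and 6.15), differed more (all but TRPM2 chosen after their values were seen), which a count of the same reads on both strands would not give where the spans coincide; in these pairs the spans coincided only in part. The remaining PC3 pair, on MPRIP (6.64 and 18.1, chosen after its values were seen), also differed and also coincided only in part. Partial coincidence alone does not set these pairs apart from the close ones. In PC3 the TRPM2 pair, with the same bounds as in LNCaP, had folds of 19.0 and 16.8. Folds were also close in the partly coinciding PC3 pairs on CHD4 (6.77 and 6.80), SVIL (11.4 and 11.3) and MYO9B (10.2 and 12.3). These PC3 pairs were chosen after their values were seen. If strand was not used, peaks such as that on the minus strand within FTO may come from reads of the annotated gene itself.

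The highest folds were examined for weak support. In LNCaP the 20 peaks with the largest folds had a median p at the 20.9th percentile of the list, lower than random sets of 20 peaks (permutation, one-sided p = 0.0017). Since fold and strength of p were related across all LNCaP peaks (Spearman's rho 0.584), this says nothing about few input reads under these peaks. The 6 LNCaP peaks above 100-fold lay at percentiles from 11.2 to 23.1. In PC3 the same median was at the 36.6th percentile (permutation, one-sided p = 0.0987), which leaves the question open there too. The 3 PC3 peaks above 100-fold, on KMT2D and EP300, lay at percentiles from 92.6 to 97.3 by p. They were 51 to 126 bp long, and 51 bp was the shortest span in the PC3 list. Across all PC3 peaks, fold and strength of p were hardly related (Spearman's rho 0.088).

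Length did not account for the genes shared by the lists. If length alone had chosen them, matched lists would have reached 227 shared genes, but with 10 length bins they shared 30.7 on average and 56 at most, and with 100 bins the observed number was 7.30 times the mean. Shared expression of abundant transcripts, and RNA that binds beads or antibody unspecifically in both lines, remain open because neither expression nor the IgG control was analysed here.

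Chromosome 21 had the highest rate of genes with a peak in both lists. A peak was present on 23 of its 239 protein-coding genes in LNCaP (9.62% against 5.41% over all chromosomes, Fisher's exact test, adjusted p = 0.0397 over the 23 chromosomes) and on 10 in PC3 (4.18% against 1.79%, adjusted p = 0.128, not past the threshold). Lists matched on gene length held 11.7 genes of chromosome 21 on average in LNCaP (permutation, one-sided p = 0.0008) and 3.89 in PC3 (permutation, one-sided p = 0.006), so length does not account for it. Other chromosomes also stood apart in LNCaP, with 7.70% on chromosome 17 (Fisher's exact test, adjusted p = 0.00505), 3.03% on 2 (adjusted p = 0.00104), 2.95% on X (adjusted p = 0.00505) and 3.62% on 6 (adjusted p = 0.0397). In PC3 no chromosome was past the threshold, and 4 had an unadjusted p under 0.05. Length was tested for chromosome 21 only. The matching there used 10 length bins, which were too coarse for simulated lists with a strong preference for long genes. These p-values are for the highest of 23 chromosomes and are not adjusted for that choice. The 2 lists share genes and are not independent here, and base composition, copy number and expression were not tested.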
